A study of Caenorhabditis elegans with 6 samples.

How the data were processed

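The data are peak lists from NanoDam profiling of the transcription factor EGL-43 in the nematode Caenorhabditis elegans. In this assay a nanobody that binds GFP is fused to Dam, a bacterial enzyme that methylates the adenine of GATC sites, so that DNA near a GFP-tagged protein becomes methylated. The fusion was expressed from an anchor cell promoter; the sample names carry the label lin-29 for it. Per the labels' protocols, 6 samples were collected, 3 from animals with the fusion alone (controls) and 3 from animals that also carried GFP-tagged EGL-43 from its own locus. Each sample was made from about 5000 synchronised larvae at the L3 stage, grown at 25 degrees for 24 h after feeding, on bacteria without Dam. Genomic DNA was cut with DpnI, which cuts methylated GATC sites, amplified over 4 and then 19 cycles of PCR, barcoded and sequenced on a Nanopore MinION.

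The authors deposited 1 peak list per replicate and 1 file of combined regions. The sample descriptions name the same list for the control and the EGL-43::GFP sample of one number, so each list is a comparison of 1 tagged with 1 control library, and replicates were not pooled before peaks were called. Each line of a list holds a position, a score and a false discovery rate (FDR). The score is the authors' own value for a peak, per the file's score column; whether it is a log or a linear ratio is not stated, so scores were mainly used to rank, filter and describe peaks within a list. Scores were set across lists for the correlations, given as rank correlations first, and for the choice of named regions, which used raw scores although the medians of the lists differ. The deposited FDR values all lie under 0.01, the threshold in the list names. The combined file holds positions only, deposited with the words combined and 1500 in its name; how it was made is not stated. No label or header names the aligner, the peak caller or the genome build. Starts in the combined file are counted from 0 and were raised by 1, so that all positions given are counted from 1. Coordinates are those of the deposited files, on a build of C. elegans that they do not name.

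No read counts or signal tracks were used here, so the depth of each library is unknown, and no value below has an interval for sequencing error. The replicate error of a peak is whether the other lists contain it. Wilson intervals (95%) describe the counting error of a share of peaks or regions only.

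Positions were analysed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks of different lists counted as shared when they overlapped by at least 1 bp, and the share for a pair was taken over the peaks of both lists. The chance level came from 10000 circular shifts of one list along each chromosome, which keep the widths and spacing of its peaks; p-values are two-sided and the smallest possible is 1e-04. For regions in all 3 lists, peaks of the 3 lists were merged where they overlapped, and lists 2 and 3 were shifted. The length of a chromosome was taken as the last base that any deposited peak or region reaches, since no genome sequence was used. The share on chromosome X was compared with 100000 random assignments in proportion to these lengths, and the share of region midpoints in the central tertile (the middle 33.3% of the span) of the autosomes with 10000 circular shifts. Intervals on mitochondrial DNA (chrM) were left out of the tests. Correlations of scores used 100000 permutations of the peaks, for which the smallest p is 1e-05. Benjamini-Hochberg adjustment was over the 3 pairs of lists.

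The overlap code was tested on simulated lists with the real widths. Of 40 pairs of unrelated lists, 1 had a p under 0.05, and their mean share was 3.08% against a chance level of 3.24%. All 200 peaks planted as exact copies in both of a pair of lists were found shared. The planting ensures this result, so it checks the code and not the power of the test. Simulated peaks were placed at random, so lists whose peaks cluster were not simulated.

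The tests of overlap, of regions in all 3 lists, of score correlations, of the share on X and of the central share, the rule for named regions and the alternatives listed next were fixed before the data were examined. The other comparisons were chosen after the data were seen: peak boundaries, FDR against width and score, recurring against other peaks, score tertiles, central shares of single autosomes, the densest window, shifts of 20 to 200 kb, and the sets of regions of 1 list only and of combined regions without a list peak. The regions named are the 10 found in all 3 lists with the highest lowest-of-3 score, that is, ranked by the lowest of the scores they have in the 3 lists. Alternatives were an FDR at or under 0.001, the upper 50% of each list by score, an overlap of 50% of the shorter peak, a distance of up to 1500 bp, random placement of each peak, another width of the centre, other sets of regions, and leaving out each list in turn. Planned tests of gene positions, of a list of 13 anchor cell genes, of gene families, of sequence motifs and of GATC content were not run: the gene table at hand is for assembly WBcel235, which the files do not name as theirs, and no genome sequence was used here. For the same reason no region is given a gene name.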

Results

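DNA near GFP-tagged EGL-43 was mapped with a GFP nanobody fused to Dam, expressed from an anchor cell promoter. Animals that carried the fusion together with EGL-43::GFP (3 samples) were compared with animals that carried the fusion alone (3 samples). Whether the methylated DNA came only from anchor cells was not tested. The control samples show where the fusion methylates DNA without a GFP-tagged partner, and each deposited list sets 1 tagged sample against the control of the same number. The background is therefore part of every score, and no separate control values were analysed. Library depth is unknown.

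The lists held 1210 peaks for replicate 1, 1158 for replicate 2 and 1215 for replicate 3, a mean of 1194 ± 31.6 peaks (SD, n = 3 lists). Peaks covered 1.73, 1.56 and 1.54 Mb in replicates 1, 2 and 3, a mean of 1.61 ± 0.11 Mb (SD, n = 3). The median peak width was 1228 bp in replicate 1, 1135 bp in replicate 2 and 1096 bp in replicate 3. The authors' peak scores had a median of 2.34 in replicate 1, 2.69 in replicate 2 and 2.10 in replicate 3, so the list with the fewest peaks had the highest median score. An FDR at or under 0.001 was met by 833, 795 and 873 of these peaks, respectively. The FDR took 82, 63 and 87 distinct values in the 3 lists and was lower for wider peaks. Across the peaks of a list, Spearman's rho between FDR and width was -0.48, -0.40 and -0.46, and rho between FDR and score was -0.47, -0.35 and -0.50. Peaks of one list are not independent replicates, so these correlations are descriptive.

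Whether a peak of one replicate was found again in another was tested for each of the 3 pairs of lists on the nuclear chromosomes. Of the 1209 peaks of replicate 1, 324 overlapped a peak of replicate 2 (26.8%, 95% Wilson interval 24.4 to 29.4%) and 325 overlapped a peak of replicate 3 (26.9%, interval 24.5 to 29.5%). Of the 1158 peaks of replicate 2, 269 overlapped a peak of replicate 3 (23.2%, interval 20.9 to 25.7%). Taken over the peaks of both lists, the shared percentage was 27.2% for replicates 1 and 2, 26.9% for replicates 1 and 3, and 23.0% for replicates 2 and 3, with a mean of 25.7 ± 2.4% (SD, 3 pairs, which share lists and are not independent). Circular shifts gave mean shares of 3.27%, 3.26% and 3.10%, so the observed overlaps were 8.32, 8.23 and 7.42 times the chance level. In each pair the permutation p was 1e-04, the smallest that 10000 shifts can give, before and after adjustment over the 3 pairs. The alternative that moved the mean share most was counting peaks within 1500 bp of each other as shared, which gave 30.4% against a chance level of 6.58%. Requiring an overlap of 50% of the shorter peak gave 21.6% against 2.16%.

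**Figure D1:**
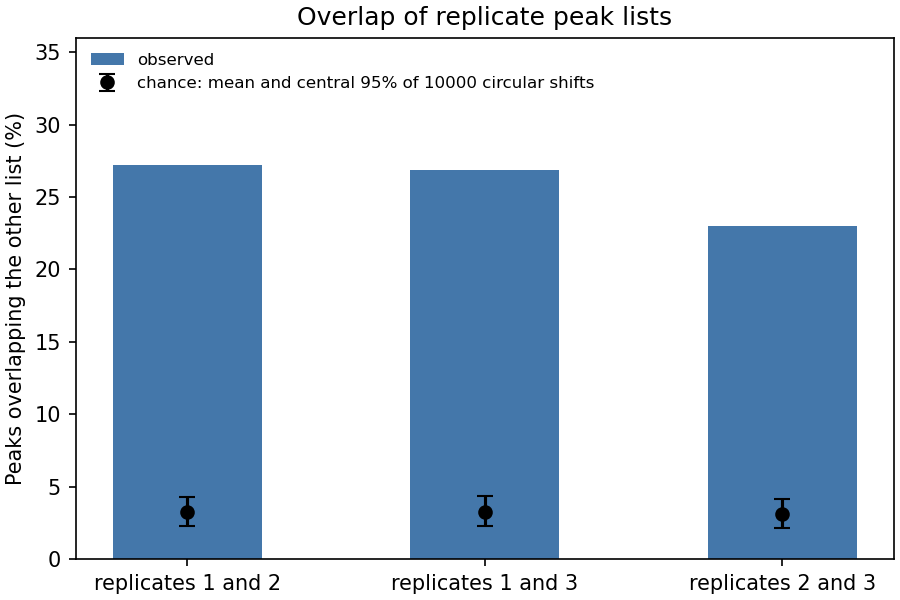
Percentage of nuclear peaks that overlap a peak of the other list (bars, vertical axis in percent), for the 3 pairs of replicate lists, with the mean and central 95% of 10000 circular shifts (points and error bars). The bars lie at 27.2%, 26.9% and 23.0%, and the means of the shifts lie at 3.27%, 3.26% and 3.10%.

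Overlapping peaks often shared a boundary. Of the 332 overlapping peak pairs of replicates 1 and 2, 151 had the same first or last base (45.5%) and 36 were identical (10.8%). The corresponding shares were 43.7% and 11.5% of 339 pairs for replicates 1 and 3, and 35.6% and 6.76% of 281 pairs for replicates 2 and 3. No chance level was computed for common ends. If peak ends can fall only at GATC sites, which was not tested, overlapping peaks would share ends more often. Common ends are therefore not evidence of precise binding sites. By length, the intersection was 14.3%, 14.5% and 9.86% of the union in the 3 pairs of lists.

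Merging the 3 lists gave 2807 regions. Of these, 2259 (80.5%) came from 1 list only, 372 (13.3%) held peaks of exactly 2 lists, and 176 (6.27%) held peaks of all 3. Circular shifts of lists 2 and 3 gave a mean of 2.17 regions with all 3 lists and at most 9 (permutation p = 1e-04, the smallest possible). The median width was 1019 bp for regions of 1 list, 1815 bp for regions of 2 lists and 2883 bp for regions of all 3 lists.

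Scores of overlapping peaks were weakly correlated between lists. Spearman's rho was 0.31 for 332 overlapping pairs of replicates 1 and 2 (permutation p = 1e-05) and 0.29 for 339 pairs of replicates 1 and 3 (permutation p = 1e-05). It was 0.13 for 281 pairs of replicates 2 and 3 (permutation p = 0.026). After adjustment over the 3 tests, the permutation p-values were 1.5e-05, 1.5e-05 and 0.026. Pearson's r was 0.36, 0.42 and 0.23 for the same pairs of lists. These are correlations across peaks, which are not independent replicates.

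Peaks that recurred in at least 1 other list scored higher within their own list. In replicate 1, 478 of 1209 peaks recurred (39.5%), with a median score of 2.55 against 2.25 for the others. In replicate 2, 419 of 1158 peaks recurred (36.2%), with medians of 2.76 and 2.65. In replicate 3, 427 of 1214 peaks recurred (35.2%), with medians of 2.37 and 1.99. From the lowest to the highest tertile of scores, the recurring share rose from 26.6% to 58.1% in replicate 1, from 28.5% to 44.6% in replicate 2, and from 19.3% to 55.1% in replicate 3. Recurring peaks were also wider, with medians of 1570 against 1072 bp in replicate 1, 1422 against 1041 bp in replicate 2 and 1456 against 959 bp in replicate 3. With each score taken relative to the median of its width class (10 classes), recurring peaks were still higher, by a mean of 0.18 (permutation p = 1e-05), 0.07 (permutation p = 0.023) and 0.18 (permutation p = 1e-05) in replicates 1, 2 and 3.

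The 10 regions found in all 3 lists with the highest lowest score are given by position; the deposited files name no genes. The highest-ranked was on chromosome II from 14231499 to 14234035, with scores of 4.90, 4.30 and 4.59 in replicates 1, 2 and 3. Chromosome III had a region from 4015547 to 4018849 with scores of 4.93, 4.28 and 4.97, and another from 3619456 to 3623885 with scores of 3.58, 3.31 and 3.48. On chromosome V, the region from 1804737 to 1806676 scored 4.66, 4.13 and 5.80, the region from 1378629 to 1379932 scored 4.92, 3.82 and 3.62, and the region from 9730652 to 9734369 scored 3.88, 3.58 and 4.21. On chromosome I, the region from 2407981 to 2409220 had scores of 3.70, 3.68 and 3.78. The other regions on chromosome I ran from 1155660 to 1159426, with scores of 3.26, 3.57 and 4.31, and from 2061968 to 2062994, with scores of 4.22, 3.25 and 4.79. The second region on chromosome II ran from 11336341 to 11338992, with scores of 3.73, 3.42 and 5.26. The lowest score over all 176 regions had a median of 2.36.

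The combined file held 4511 regions that covered 6.25 Mb, with a median width of 1114 bp and a range from 59 to 20645 bp. All 3583 peaks of the 3 lists lay entirely inside a combined region. However, 1748 of the 4511 regions (38.7%, 95% Wilson interval 37.3 to 40.2%) overlapped no peak of any list. A further 2203 regions (48.8%, interval 47.4 to 50.3%) held peaks of 1 list, 382 (8.47%, interval 7.69 to 9.32%) held peaks of 2 lists, and 178 (3.95%, interval 3.42 to 4.55%) held peaks of all 3. Of the 2763 regions with a list peak, 2270 had exactly the extent of the merged list peaks in them, and 493 (17.8%) were longer. The combined file was therefore not a union of the 3 lists alone. The number 1500 in its name was neither a minimum or maximum width nor a merging distance, since 3094 regions were shorter than 1500 bp, the widest had 20645 bp, and 507 gaps between neighbouring regions were shorter than 1500 bp. The median width was 936 bp for regions without a list peak and 1098 bp for regions with peaks of 1 list.

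Combined regions were spread over the chromosomes, with 734 on I, 802 on II, 699 on III, 687 on IV, 807 on V and 780 on X. The share on X was 17.3% (95% Wilson interval 16.2 to 18.4%) against 17.7% of the covered genome span, a difference within counting error (two-sided permutation p = 0.51). On the autosomes, 42.9% of 3729 combined regions had their midpoint in the central tertile of the chromosome (the middle 33.3% of its span), against a mean of 33.4% in circular shifts (central 95% 26.3 to 40.3%, two-sided permutation p = 0.0038). The share was 42.0% for the 450 autosomal regions in at least 2 lists (p = 0.031, permutation) and 38.7% for the 150 in all 3 lists (p = 0.38, permutation), where fewer regions gave a wider chance range (central 95% 22.7 to 44.0%). The next comparisons were chosen after the data were seen. For regions in at least 2 lists, the central share was 33.0% on I, 38.0% on II, 41.8% on III, 46.5% on IV and 53.5% on V. For all combined regions it ran from 41.3% on I to 46.0% on V. Single autosomes were not tested. Of the combined regions without a list peak, 48.8% lay in the centre (permutation p = 2e-04), and of those with a list peak 39.2%. Among list peaks, the central share fell from 46.6% in the lowest tertile of scores to 40.9% in the middle tertile and 31.7% in the highest tertile, with the tertiles formed within each list.

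**Figure D2:**
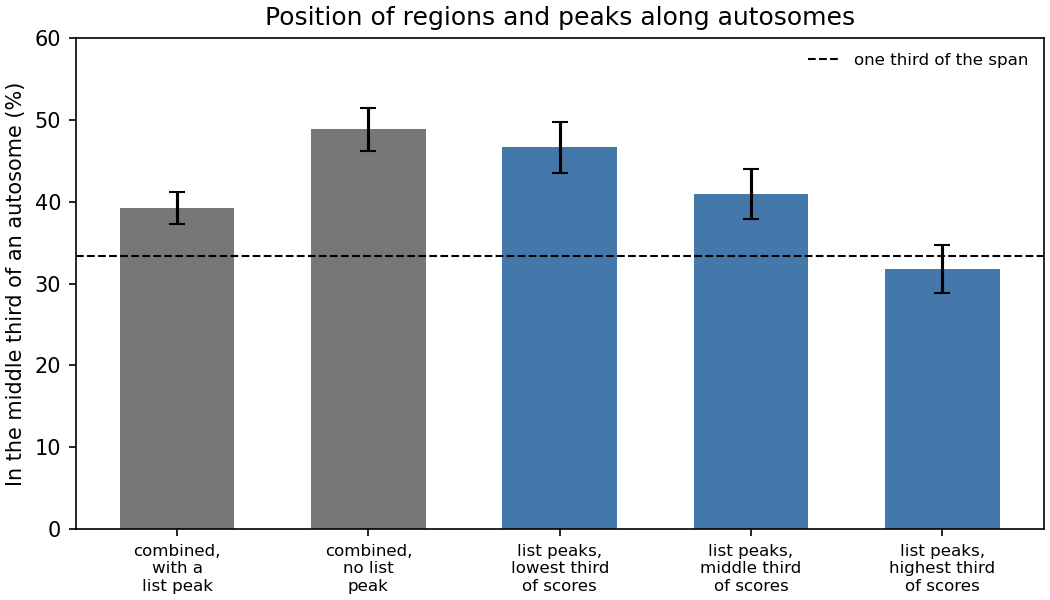
Percentage of autosomal midpoints in the central tertile of the chromosome (vertical axis), for combined regions with and without a list peak (grey) and for list peaks by tertile of their score (blue). Error bars are 95% Wilson intervals of the share and the dashed line marks 33.3% of the span. Regions without a list peak reach 48.8% and the highest-scoring tertile of list peaks 31.7%.

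In all 3 lists the most covered of 1004 windows of 100 kb was the same, on chromosome V from 3300001 to 3400000, a window singled out after its values were seen. Peaks covered 54.0% of it in replicate 1 (13 peaks), 46.9% in replicate 2 (10 peaks) and 14.0% in replicate 3 (8 peaks), against a median window coverage of 1.03%, 0.99% and 0.94%. The next most covered window reached 11.7%, 11.9% and 12.9%. When the peaks of a list were placed at random, the most covered window reached 54.0% or 46.9% in none of 10000 placements (permutation p = 1e-04, the smallest possible) for replicates 1 and 2. It reached 14.0% more often for replicate 3 (permutation p = 0.031). The median score in the window was 3.68 in replicate 1 and 4.23 in replicate 2, above the 2.33 and 2.69 of peaks elsewhere, while in replicate 3 it was 2.12 against 2.10. The scores were not raised throughout, since 7 of the 10 peaks in replicate 2 and 4 of the 8 in replicate 3 were above the list median. Combined regions covered 66.8% of the window, and 4 of the 5 widest combined regions lay in it, the widest from 3371976 to 3392620 (20645 bp). Of the 176 regions in all 3 lists, 3 lay in this window, and none of the 10 regions named above did.

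**Figure D3:**
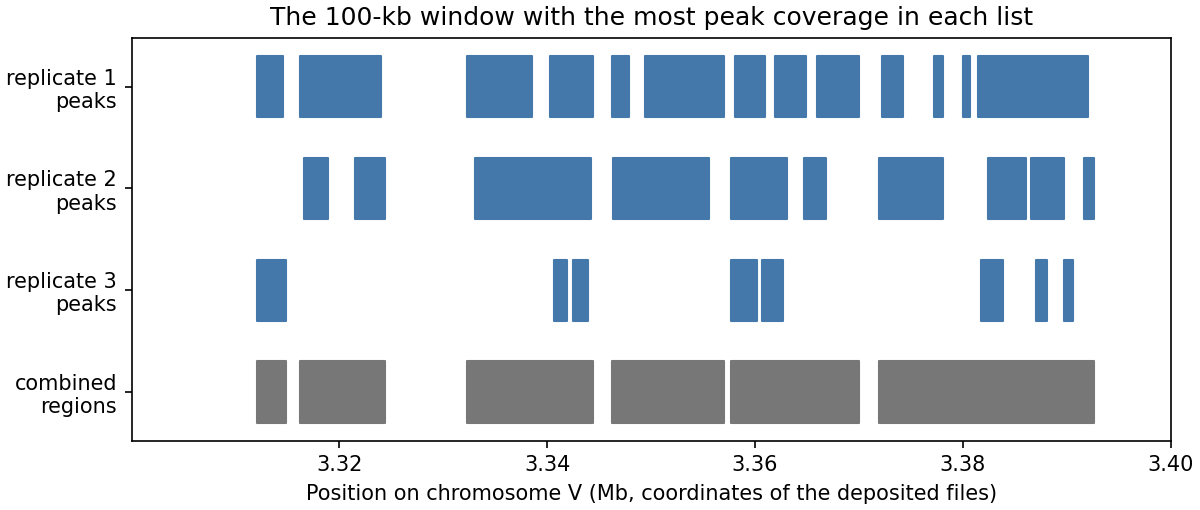
Peaks of the 3 replicate lists (blue) and combined regions (grey) in the 100-kb window of chromosome V from 3300001 to 3400000 (horizontal axis in Mb, coordinates of the deposited files). Peaks fill 54.0%, 46.9% and 14.0% of the window in replicates 1, 2 and 3, and combined regions fill 66.8%.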

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

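The excess of shared peaks over chance kept its direction and its side of the 0.05 threshold in each pair of lists under each alternative that was run: the stricter FDR, the upper 50% of scores, 50% overlap, a distance of 1500 bp, random placement, shifts of 20 to 200 kb and removal of the densest window (both chosen after the data were seen). The mean share ranged from 21.6% with 50% overlap to 30.4% with a distance of 1500 bp, and without one replicate from 23.0 to 27.2%. The number of regions in all 3 lists ranged from 85 for the upper 50% of scores to 196 with a distance of 1500 bp; with one list left out, 264 to 312 regions were in both remaining lists, which is a different quantity. The correlations of scores kept their sign and stayed under p = 0.05 in permutation tests, although for replicates 2 and 3 without the densest window rho was only 0.12 (permutation p = 0.047). Counts of peaks per list stayed within 1.5 times of the listed counts.

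The support of the combined regions moved with the lists used, since fewer peaks can support fewer regions. With an FDR at or under 0.001, 57.2% of combined regions had no list peak and 2.59% had peaks of all 3 lists. With one list left out, 54.5 to 55.8% had no list peak and 5.96 to 7.23% had peaks of both remaining lists.

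The central share of the autosomes was above the mean of its circular shifts in every set of regions tested with shifts. It was no longer past the threshold for regions in all 3 lists (38.7%, fewer regions), for regions of 1 list only (38.8%, a set chosen after the data were seen), and in each of the 3 sets that left out one list (37.7 to 43.6%). Those 3 sets hold the merged regions found in both remaining lists. They are not the combined regions with a list removed. For the 259 regions without replicate 2, 43.6% were central and the chance range was wide, 22.4 to 44.4% (central 95%) against 26.3 to 40.3% for all combined regions. A p above the threshold there does not show a weaker excess. For regions of 1 list only the range was narrower (27.3 to 39.1%), and the share itself was below the 42.9% of all combined regions. The share was also lower for regions in all 3 lists (38.7%), without replicate 1 (41.3%) and without replicate 3 (37.7%). Differences in share between these sets and all combined regions were not tested. With the centre defined as the middle 50%, the share was 62.9% against 49.9% in shifts. The peaks of single lists were not tested with shifts. Their central share was 40.9% in replicate 1, 35.1% in replicate 2 and 43.1% in replicate 3. The 95% Wilson interval for replicate 2, 32.2 to 38.2%, includes the 33.3% of the span. Wilson intervals treat peaks as independent. The share on X crossed its expected 17.7% for regions in at least 2 lists (17.9%) and for combined regions without a list peak (17.8%, a set chosen after the data were seen), where no set differed from the expectation (p from 0.24 to 0.94, permutation); the cause was not tested and the differences lie within counting error.

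No paired analysis was possible because each deposited list is already the comparison of 1 tagged with 1 control sample of the same number, and no values of single samples were used. The intended settings that need a genome sequence or an annotation of the same build (placement with ends at GATC sites, expectations from GATC counts, gene windows and motifs) were not run. Since the depth of the libraries is unknown, it cannot be said whether a peak missing from a list was absent or under-sampled.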

Other observations

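All tests in this part were chosen after the data had been seen. Those of the added intervals, of the densest window and of the label rotation were also chosen after the values they use were known, while the width-class test, the short-shift test and both tests that use score ranks were chosen before their own results.

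Overlap between lists. Shifts of 20 to 200 kb keep domains that are dense in peaks, and gave a mean share of 3.58% against 25.7% observed and 3.21% for shifts over whole chromosomes. Dense domains therefore explain little of the overlap. A bias at single sites that recurs in all pairs, such as in amplification or mapping, would survive this test and stays open beside binding by EGL-43. The higher scores of recurring peaks were not explained by their width alone: within width classes the smallest of the 3 differences was 0.066, in replicate 2.

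Regions of the combined file outside the lists. Had the 1748 regions without a list peak come from intervals unrelated to the lists, random placement of such intervals would have lengthened a mean of 96.2 and at most 133 merged list regions in 1000 draws. In the file, 492 nuclear regions were longer than their list peaks, 5.11 times as many, which argues against unrelated intervals. Lengthening was seen for 17.0% of regions of 1 list, 25.8% of regions of 2 lists and 31.8% of regions of all 3. It did not follow the score: among single-list regions the mean score percentile of lengthened regions differed by only 0.57 points from that of the others (permutation p = 0.71), which leaves open whether the added intervals favour strong peaks. Added intervals inside a list peak leave no trace, so 492 is a lower bound. Further peak calls on the same libraries, for example at another threshold or between samples of different numbers, are a candidate source that the files do not allow to be tested directly. Used as a set of reproducible sites, the combined file would include 38.7% of regions with no peak in any of the 3 lists. A further 48.8% of its regions held peaks of 1 list only.

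Chromosome centres. Combined regions without a list peak were in the central tertile of autosomes 9.61 percentage points more often than those with one, in 5 of 5 autosomes. Rotating the labels along each autosome, which keeps runs of like regions together, gave a central 95% from -6.36 to 6.89 points (permutation p = 0.0017), so chance runs do not account for it. The hypothesis that the added regions are weaker peaks predicted that weak listed peaks also lie in centres more often. The lowest tertile of scores exceeded the highest by 14.9 percentage points (permutation p = 1e-04, the smallest possible, with peaks treated as independent), and did so in each list, by 16.7, 22.2 and 6.07 points in replicates 1, 2 and 3. This is consistent with weaker peaks as a source of the added regions, although their own scores were not analysed. Another comparison did not show the trend: regions of 1 list only, whose peaks score lower, lay in centres less often (38.8%) than regions of at least 2 lists (42.0%), a difference of 3.21 points within chance (permutation p = 0.22). The explanation therefore stays open. The central share of the lowest tertile was 49.8%, 45.1% and 44.9% in replicates 1, 2 and 3, above the 33.3% of the span in each. That of the highest tertile was 33.1%, 22.9% and 38.9%, which is below the span by a wide margin in replicate 2 only. The tertiles of single lists were not tested with shifts, so no departure from the span is claimed for them. The cause of the difference between tertiles was not tested.

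The densest window. Chance clustering is argued against in replicates 1 and 2, since the most covered window in any random placement over the 3 lists reached 27.6%, below the 54.0% and 46.9% observed. In replicate 3 the placements of its own peaks reached at most 21.3%, and 14.0% or more in few of them (permutation p = 0.031). That the window which ranks first in replicates 1 and 2 is also covered in replicate 3 was tested by circular shifts of list 3 along chromosome V: 10 of 10000 shifts covered it as much (permutation p = 0.0011), which argues against chance for replicate 3 as well. Scores were above the list median for 13 of 13 peaks in replicate 1, 7 of 10 in replicate 2 and 4 of 8 in replicate 3. The widest peak of replicate 2 in the window, from 3333089 to 3344202 (11114 bp), had a score of 1.49, the lowest of that list. A candidate explanation is a difference in DNA copy number or sequence between the strains, such as a deletion in the control or a duplication in the tagged animals, as a ratio would then rise over the whole segment. It predicts like coverage and raised scores over the whole segment in all 3 pairs. The coverage of 14.0% in replicate 3, the unraised scores there and the 3 peaks of replicate 2 below its median go against that prediction, while replicate 1 goes with it. These are single lists and peaks, which do not exclude it, for instance if a variant were not fixed in the strain. Broad binding of EGL-43 and such a variant cannot be told apart here; the read coverage of the control libraries in this window would decide.

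Single intervals chosen after their values were seen. The highest score in any list was 7.37, for a peak of replicate 2 on chromosome X from 5907364 to 5913134 (FDR 6.2e-20), where the next score in that list was 5.06. It overlapped a peak in 1 of the other lists. Mitochondrial DNA held 1 peak in replicate 1 (from 7895 to 10777, score 2.15), none in replicate 2 and 1 in replicate 3 (from 3127 to 5755, score 2.40). The 2 peaks did not overlap, and the combined file has 2 mitochondrial regions, one of which starts at 1323, before the list peak in it.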
